A study of Homo sapiens with 2 samples.

How the data were processed

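Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in H1 human embryonic stem cells, an established pluripotent line. The cells had been stored frozen. Per the labels' protocols, they were thawed, treated with DNase I to digest DNA outside living cells, purified on Ficoll and tagmented by the Omni-ATAC procedure. The 2 samples form 1 group, numbered 1 and 2 in the labels, and share 1 deposited peak list. The labels do not say whether the 2 samples came from separate cultures.

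The deposited list holds 1 row per summit, with the region it lies in. Per the submitters' processing notes the genome build was GRCh38. The sample descriptions name the list as an optimal set from an overlap, without saying what was overlapped. The aligner, the peak caller, its settings, the read shift used for the list and the other filters are not given in the sources used here. The layout is the narrowPeak layout, from which the units were taken. The deposited fold is the enrichment of each summit over a background that is not described, the deposited −log10 p and −log10 q are the caller's own, and the deposited score equals the −log10 p times 10, truncated to a whole number and capped, in all but 12 rows. The deposited summit position was used as given, and the −log10 q was used only for its lowest value. The fold and the −log10 p are the authors' values and served here only to describe, rank and filter regions within the list. The list gives no values per library, so no value could be compared between replicates and no replicate could be left out. Library depths were not analysed here. Intervals over regions, genes or windows are 95% exact binomial (Clopper-Pearson) intervals unless said otherwise, and cover counting error only.

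Rows with the same chromosome, start and end were taken as 1 region, represented by its summit with the highest fold. GENCODE release 44 and the hg38 sequence served as reference. All 24 chromosomes with rows were in it, and 0 rows ended past a chromosome's end. A summit within 1000 bp of the 5′ end of an annotated gene was a promoter summit. The other summits were classed in the order 5′ UTR, CDS, 3′ UTR, other exon, intron and intergenic. The same regions were placed at random 100 times within their chromosomes for comparison. The 5′ end is the outermost annotated one, which for some genes lies far from the start in common use. The start of the Ensembl canonical transcript was therefore added as an alternative after seeing the data.

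For each gene the promoter fold was that of the strongest promoter summit, or 0 where there was none. A gene said to have no region at a start may still have part of a region there, whose strongest summit lay outside the window. A distal region, meaning one outside the promoters of any gene, was assigned to the protein-coding gene with the nearest 5′ end within 100 kb. Each of 23 gene lists was described by the percentile of its median among 10000 random lists of the same size and gene type. A list was said to stand apart above the 97.5th or below the 2.5th percentile. This describes the list of peaks and is not a test over samples. The lists were core pluripotency, primed state, naive state, embryonic genome activation, pluripotency lncRNA, self-renewal signalling, neuroectoderm, mesoderm, endoderm, trophoblast, neural crest, blood, liver, muscle, skin epithelium, fibroblast, germ line, olfactory receptor, HOX cluster, housekeeping, stress response, cell cycle and imprinted genes. The older symbols PLA2G16, ALPPL2, LINC02407 and MYLPF were matched as PLAAT3, ALPG, LNCOG and MYL11. LOR is the older symbol of LORICRIN, which its list already held, and NESP55 was not matched and was left out.

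For 27 transcription factor motifs written as consensus strings, a window was counted when it held a match on either strand within 50 bp of the summit. The shares were compared with windows of the same size 500 bp to either side that overlapped no region, with genome windows matched on G+C content in steps of 5 percentage points, and with the same string written backwards. Ratios of shares have bootstrap intervals over windows from 1000 draws, or exact conditional binomial intervals where a count was under 20. A ratio against 0 matches was computed with 3 matches in place of the 0. A motif was called higher or lower where the interval of its ratio left out 1.

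The lists, the motifs, the classes, the thresholds and the alternatives were chosen before the data were examined, apart from those said to have been added later. The genes named were also fixed by rule: every core pluripotency gene, for each other list the 3 members with the highest promoter fold and the first 3 in alphabetical order of those without a promoter region, the 10 genes with the highest promoter fold, the 10 genes with the most distal regions, and the 10 distal regions with the highest fold. Some genes that fall under this rule are not reported here. Members named outside this rule are said to have been chosen after their values were seen. Alternatives were only the regions at or above the median −log10 p, every summit counted, a promoter window of 500 bp, any annotated transcript start, any base of a region in the promoter window, random lists matched on promoter CpG content or on the length of genome nearest to the gene, the −log10 p in place of the fold, a distance limit of 50 kb, motif windows of 100 bp on each side and a control 1000 bp away.

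The functions were tested on simulated data. Of 40 simulated lists of 30 genes among 20000, 0 stood apart on either side when nothing had been changed, 45.0% stood above when their values were multiplied by 1.5, and 85.0% when multiplied by 2. All 13500 planted motif matches were found, and all 2000 simulated regions were assigned to the gene found by direct search. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and blastn 2.17.0 were used. Values on the Y chromosome were counted in the totals and are not described singly.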

Results

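Accessible chromatin was mapped in H1 human embryonic stem cells, thawed from frozen stocks, with 2 samples and 1 peak list shared by both. The series states that the map served to find the transcription factor motifs that predict accessibility. The list held 236878 summits in 160327 separate regions of the GRCh38 genome, of which 69.3% had 1 summit and 30.7% had more, up to 11. Regions had a median width of 447 bp (10th to 90th percentile 234 to 969 bp) and covered 86.0 Mb, or 2.93% of the sequenced genome. The median fold of a region over background, the authors' own value, was 5.38 (10th to 90th percentile 3.20 to 11.9). There was no second group or condition, and no replicate spread for any value, so the comparisons below are between kinds of genes, regions and motifs within this list.

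Promoters were over-represented among accessible regions, but most regions lay away from genes' 5′ ends. Summits within 1000 bp of a protein-coding gene's 5′ end made up 8.89% of regions (14251, interval 8.75% to 9.03%), against 1.25% when the regions were placed at random, a ratio of 7.09. The 5′ UTR held 0.760% against 0.174% at random, a ratio of 4.37, and promoters of other gene types 4.2% against 2.54%, a ratio of 1.65. Introns held 51.0% against 54.2% at random, and intergenic sequence 30.2% against 37.7%. The 139350 regions outside the promoters of any gene made up 86.9% of the list (86.8% to 87.1%). They had a lower median fold than promoter regions (5.20 against 7.58) and were narrower (423 against 870 bp). Counting every summit instead of 1 per region raised the share at protein-coding promoters to 15.8%, and any annotated transcript start raised it to 14.7%.

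**Figure D1:**
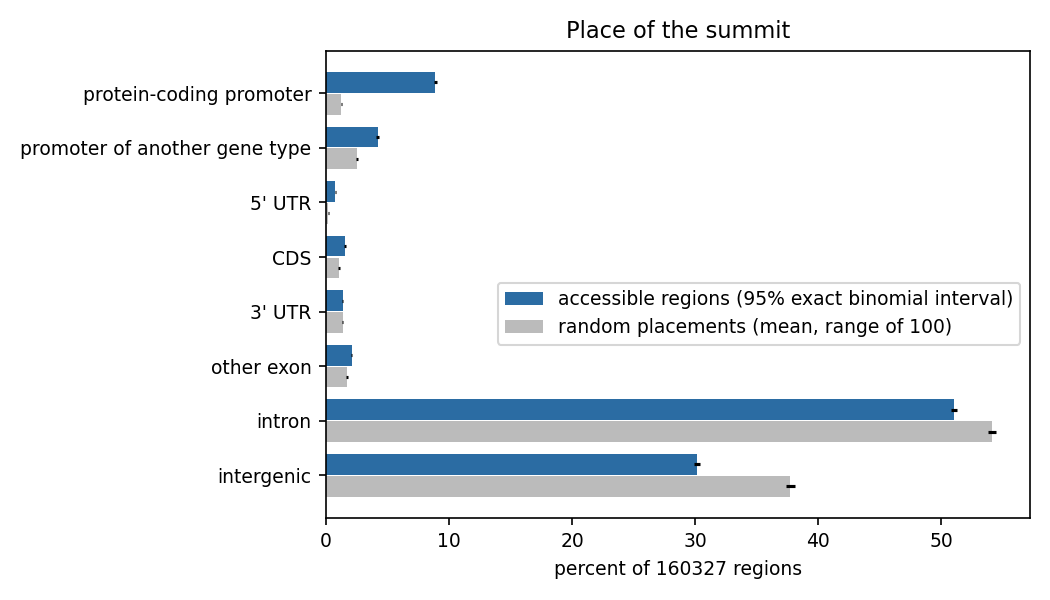
Percent of accessible regions (blue, with 95% exact binomial intervals) and of the same regions placed at random (grey, mean and range of 100 placements) by the place of the summit. Protein-coding promoters held 8.89% of the regions against 1.25% at random, while introns and intergenic sequence held fewer than at random.

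Of 20005 protein-coding genes, 14301 (71.5%, interval 70.9% to 72.1%) had an accessible region at the 5′ end, with a median fold of 9.49 where present. The share followed the promoter's CpG content: it was 16.2% (14.6% to 17.9%) in the decile of genes with the lowest ratio of observed to expected CpG and 96.5% (95.5% to 97.2%) in the decile with the highest. Long noncoding RNA genes had a region at 35.4% of their 5′ ends, and at 25.7% (25.0% to 26.4%) when more than 2 kb from a protein-coding 5′ end, against 7.93% of processed pseudogenes at that distance. Summits near protein-coding 5′ ends lay slightly upstream, at a median of −32 bp, and 61.5% lay within 200 bp. Of the 5704 genes without a region at the outermost 5′ end, 1212 had one at the canonical transcript start. The share of genes with a region there was 75.7%.

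The highest promoter folds were not at genes of pluripotent cells. The first was RGPD2 on chromosome 2, a member of a recently duplicated gene family, with a fold of 50.6 at 87824819 to 87825386. That region aligned to mitochondrial DNA over 476 bp at 95.4% identity. Also among the highest were FMO4 (25.5), a flavin monooxygenase, CSRNP3 (24.9) and MMP10 (24.6), a matrix metalloproteinase. CAPS2 and GLIPR1L2 shared a region of fold 24.2 (CAPS2 had 11.9 at its canonical start), VIP, which encodes a neuropeptide, had 23.6, and LRRIQ1 had 23.5.

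Promoters of the core pluripotency genes were mostly open, at moderate fold. Of 30 genes, 24 had a region at the 5′ end and 28 at some annotated transcript start, and the list's median fold of 5.78 lay at the 19.4th percentile of random lists, so it did not stand apart. SOX2, a factor that maintains pluripotency, had a fold of 4.69 with the summit 88 bp upstream, in a region on chromosome 3 at 181711270 to 181712089. NANOG, a homeodomain factor of the same network, had 8.26 at its 5′ end and 9.48 at the canonical start. ZFP42 (11.2) and TERF1 (17.5), which encodes a telomere-binding protein, were higher. VRTN and ZNF398 had 14.7 and 10.2 at the outermost 5′ end and 5.10 and 4.02 at the canonical start. DPPA2 (8.84), L1TD1 (8.72), GDF3 (8.72), SALL4 (8.57) and DPPA4 (8.05) lay between 8 and 9. DNMT3B, a DNA methyltransferase gene, had 6.64, LIN28A 5.22, PRDM14 5.20, UTF1 3.84 and FOXD3 3.58.

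Some core genes had their nearest accessible region away from the start. POU5F1, which encodes OCT4, had no region within 1000 bp of its canonical start at position 31170682 of chromosome 6. Regions lay 1384 bp upstream of it (31171779 to 31172810, fold 5.89) and 2428 bp upstream (31172879 to 31173306, fold 4.39), both in an intron of a longer transcript, and another lay at the 5′ end of that transcript (31180590 to 31180945, fold 5.54). TRIM71 had no region at any annotated start when judged by the strongest summit, which lay 1478 bp upstream, with a fold of 8.38. That region (chromosome 3, 32816324 to 32817538) held 3 summits. It reached to within 1000 bp of the start at 32817997, so the promoter of TRIM71 is not shown to be closed. LEFTY1 and LEFTY2 encode inhibitors of Nodal signalling. The nearest summit lay 1294 bp upstream of the canonical start of LEFTY1 (fold 6.92) and 1531 bp downstream of that of LEFTY2 (9.12). LEFTY1 also had a region at its outermost 5′ end (6.87), and LEFTY2 had a fold of 9.12 at another annotated start. LIN28B (6.28), NODAL (6.91) and POLR3G (7.43) had no region at the outermost 5′ end but had one at the canonical start. For SCGB3A2 the nearest summit was 3472 bp away. In all, 25 of the 30 canonical starts had the strongest summit of a region within 1 kb and 29 had one within 2 kb.

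Of the 23 gene lists, those of genes that dividing cells use throughout had the highest median promoter folds. Cell cycle genes had a region in 32 of 33 cases and a median fold of 11.9, above all or nearly all random lists (percentile 100, and 99.7 among lists matched on promoter CpG content), with CCNB1 (19.3), CDK1 (18.2) and CCNA2 (16.7), which drive entry into mitosis or S phase, at the top. PLK1 had no region at its outermost 5′ end and a fold of 8.61 at its canonical start. Housekeeping genes had a median of 10.7 (28 of 32, percentile 99.6), led by PGK1 (15.5), VPS29 (15.1) and EMC7 (15.04), and the call was lost among CpG-matched lists (93.1). ACTB, EEF1A1 and RAB7A had no region at the outermost 5′ end but folds of 4.55, 11.9 and 10.98 at the canonical start, where all 32 genes had a region. Stress response genes (27 of 33, median 7.90, percentile 70.6) and self-renewal signalling genes (28 of 30, median 7.06, percentile 46.0) did not stand apart. In the first, TXNIP, GADD45A and HSPA5 had folds of 14.3, 14.3 and 14.1. In the second, ACVR2A, TGFBR1 and ACVR1B, receptors of the activin and TGF-beta pathways, had 11.3, 10.3 and 9.43.

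Among neuroectoderm, mesoderm, endoderm, neural crest and HOX genes, the share with an accessible promoter ran from 48.7% (HOX) to 90% (neuroectoderm). These shares were not tested against each other. Neuroectoderm genes had a region in 27 of 30 cases with a median fold of 4.75 (percentile 6.92), and mesoderm genes in 25 of 28 with a median of 5.30 (13.5). Neither stood apart among all protein-coding genes. Among lists matched on CpG content both did, at percentiles of 0 and 0.170, as their promoters are rich in CpG and matched lists had median folds of 8.88 and 8.64. MAP2 (10.4), DCX (10.2) and OLIG2 (8.97) were the highest of the neural genes, and KDR (13.8), SNAI2 (11.3) and MESP1 (9.80) of the mesodermal ones. SIX3, a forebrain regulator, and MYF5, a muscle regulator, had no region at any start. Endoderm genes stood below random lists (16 of 26, median 2.88, percentile 1.93, and 0.690 matched on CpG content), but lay at 12.1 with the 500 bp window, where the lowest percentile possible was 3.01, and CER1, which encodes a secreted inhibitor of Nodal, had a fold of 17.04. AFP had no region at its outermost 5′ end and a fold of 10.7 at another annotated start, and APOA1 and APOA2 had none at any start. Of 39 HOX genes, 19 had a region, and the median of 0 lay at the 0.110th percentile (0 among CpG-matched lists). HOXC10 (8.27), HOXD1 (7.46) and HOXC13 (7.23) were the highest, and HOXA2, HOXA3 and HOXA11 had none at any start. Neural crest genes had a median of 3.62 (10 of 19, percentile 5.54), with MITF at 14.2, and at the canonical start a median of 5.87 (14 of 19, percentile 16.4).

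Primed-state markers had a region in 17 of 20 cases (median 5.96, percentile 26.0), among them PTPRZ1 (9.17), DUSP6 (8.56) and GPC4 (7.48), while ZIC2 had none at any start. Naive-state markers had one in 9 of 23 (median 0, percentile 0.98), in 11 at the canonical start and in 14 at any start (median 3.23, percentile 0.150): TRIM60 had 17.3, with no region at the canonical start, and KLF4 6.64, while DPPA3 and DNMT3L had none at any start. Genes of embryonic genome activation had 4 of 22 (percentile 0.345), with CCNA1 (13.5) open and DUX4 and DUXA without a region at any start. CpG-matched lists had a median of 0 too often for either of these lists to stand below them. Of the 14 pluripotency lncRNA genes, 7 had a region (median 1.92, percentile 87.8 among lncRNA genes), and 6 at the canonical start (median 0, percentile 40.5), led by LINC00545 (10.1), LINC00698 (8.88) and LINC00678 (8.78). ESRG and LINC-ROR, both transcribed in human pluripotent cells, had none at any start. Imprinted genes had a median of 4.39 (17 of 26, percentile 16.1, and 0.580 matched), with SNRPN (17.02, and 3.37 at the canonical start), INPP5F (13.1) and MEST (11.6, and 4.39 there) the highest and DLK1 without a region at any start. Germ line genes stood below random lists (14 of 28, median 1.57, percentile 0.700, and 1.15 matched). At the canonical start 9 of 28 had a region (median 0, percentile 0.045). PIWIL2 had 12.4 and DAZL 11.2, the latter without a region at the canonical start.

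Of 7 lists of genes of other tissues, 6 had a median promoter fold of 0 at the outermost 5′ end. This was the case for trophoblast (12 of 25 with a region), blood (7 of 30), liver (8 of 22), muscle (11 of 24), skin epithelium (4 of 23) and olfactory receptor genes (2 of 30), with percentiles of 0.605, 0.165, 0.470, 0.325, 0.660 and 0.205. These promoters are poor in CpG, with median ratios of observed to expected CpG of 0.349, 0.242, 0.208, 0.326, 0.156 and 0.159. The shares with a region were 48%, 23.3%, 36.4%, 45.8%, 17.4% and 6.67%. Among all genes the shares were 16.2%, 23.9% and 37.4% in CpG deciles 1, 2 and 3 (median ratios 0.148, 0.228 and 0.329). Apart from olfactory receptor genes, these lists were about as open as such genes or more so. Those calls are therefore not shown to go beyond CpG content. Random lists matched on CpG content, or counted with a promoter window of 500 bp, had a median of 0 so often that no list could stand below them, so neither alternative tests these 6 calls. At any annotated start 15, 10, 11, 15, 5 and 2 of these genes had a region. Fibroblast genes had 13 of 22, and 19 at any start, with a median of 4.02 that did not stand apart (percentile 6.33, and 73.1 among CpG-matched lists). The highest folds within these lists included CPS1 (20.3), a urea cycle gene whose region had its summit at −927 bp, and LCP1 (14.8), both without a region at the canonical start, and FN1 (12.5) and MYH2 (11.2). CD2, CD14, FLG, CKM, CGA and COL3A1 had no region at any start.

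Distal regions told the gene lists apart in another way. Protein-coding genes had a median of 2 distal regions within 100 kb for which theirs was the nearest 5′ end, and 24.9% had none. Core pluripotency genes had a median of 6.5, above the random lists (percentile 100), with 21 near SOX2, 20 near PRDM14, 16 near L1TD1 and 15 near PODXL. Primed-state, self-renewal signalling and neuroectoderm genes each had a median of 10, mesoderm genes 9.5 and neural crest genes 9 (percentile 100 for each). SMAD7 and MAP2 had 22 each, SOX9 21, BMP4 19, and PTPRZ1 and DUSP6 18 each. Among lists matched on the length of genome nearest to the gene, core pluripotency, primed-state, self-renewal signalling, neuroectoderm and mesoderm genes still stood apart (percentiles 99.96, 99.4, 99.9, 100 and 99.9), and neural crest genes did not (95.1).

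Fibroblast (median 6, percentile 99.6), endoderm (5.5, 99.5), stress response (5, 99.2) and imprinted genes (5, 98.2) also stood above random lists. Of these the matched lists left only stress response genes apart (99.98, against 85.0, 96.9 and 50.2), with 23 regions near GADD45A, and these no longer stood apart with regions above the median −log10 p (92.7) or within 50 kb (92.4). Cell cycle genes, whose median promoter fold was the highest of the 23 lists, had a median of 2 distal regions (percentile 39.9), and housekeeping genes 1 (6.76). Olfactory receptor genes had 0 (percentile 0.060, and 2.82 matched, the lowest possible there). Trophoblast (4), blood, liver, muscle and naive-state genes (2 each), germ line genes (1.5), HOX, skin epithelium and genome activation genes (1 each) did not stand apart. The genes with the most distal regions were NR2F2 (34), a nuclear receptor gene of mesenchymal and neural development, BCL11A and FEZF1 (28 each), PAM (27), and ARHGAP42, CRIM1, FYN, RUNX1T1, SORCS3 and ZEB2 (26 each).

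**Figure D2:**
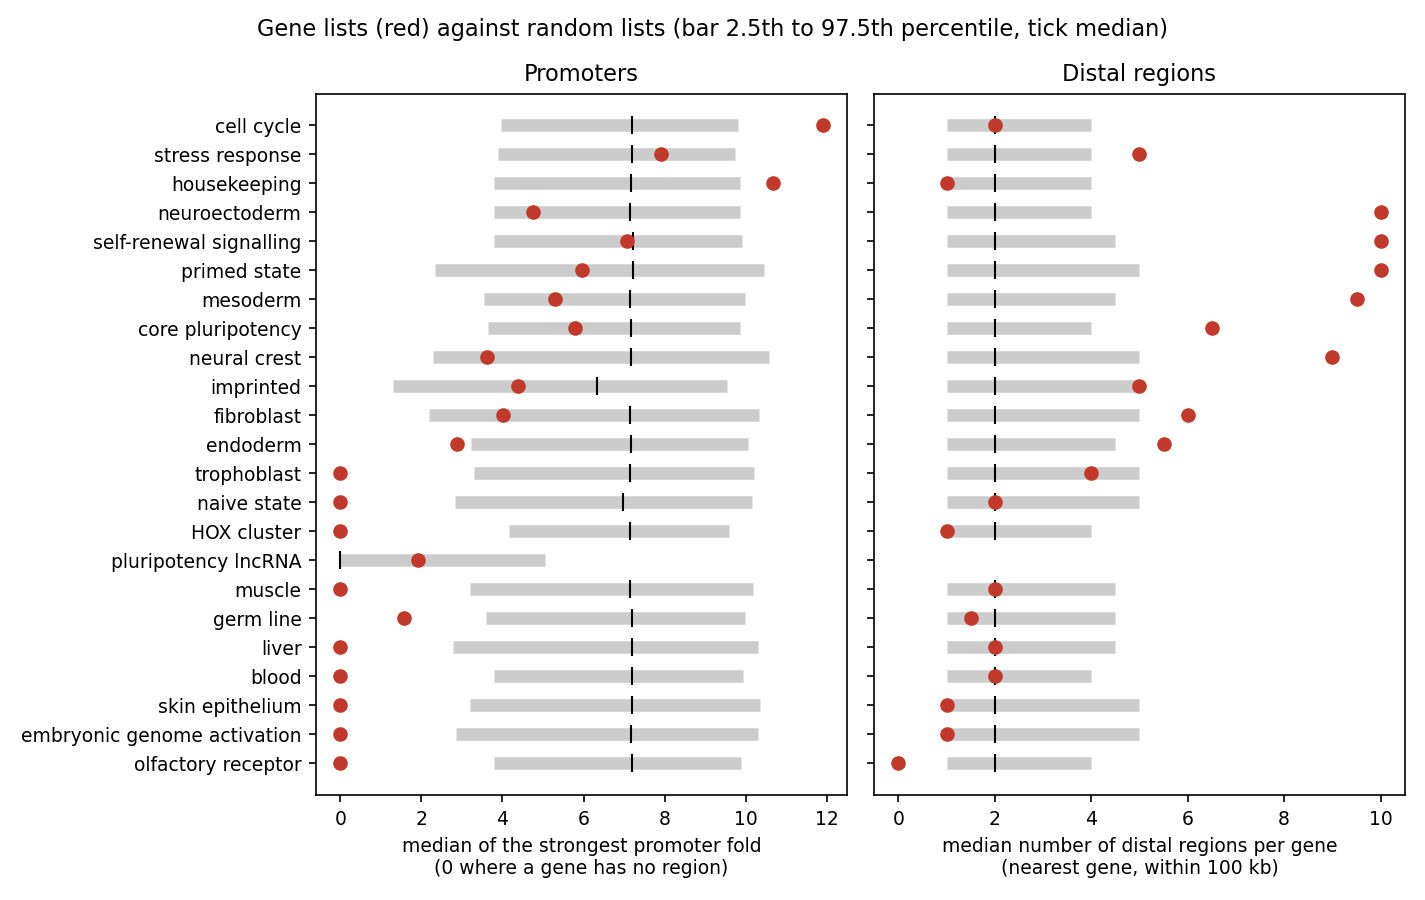
Median of the strongest promoter fold (left) and median number of distal regions per gene (right) for each gene list (red points), with the median (tick) and the central 95% (grey bar) of 10000 random lists of the same size. Cell cycle genes stood apart at promoters with a median of 11.9 and had 2 distal regions, whereas core pluripotency genes had 5.78 at promoters and 6.5 distal regions. The lncRNA list has no distal value.

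Few of the strongest distal regions lay near a protein-coding 5′ end. A region on chromosome 21 at 10014788 to 10015084 had a fold of 50.5, and those on chromosome 17 at 22521220 to 22521642 and chromosome 7 at 145997270 to 145997497 had 47.1 and 44.9. None of these had a protein-coding 5′ end within 100 kb. All 3 aligned to mitochondrial DNA, over 160 bp at 98.8% identity, 240 bp at 88.8% and 103 bp at 97.1%. An intronic region 3153 bp from the 5′ end of MSH3, a mismatch repair gene, had 29.2 (chromosome 5, 80650808 to 80651663) and aligned over 857 bp at 97.1%. Regions nearest to PCSK2 (chromosome 20, 17202589 to 17203106) and PDLIM4 (chromosome 5, 132190217 to 132190516) had 27.3 and 26.1.

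At summits, 23 of the 27 motifs were more frequent than in sequence 500 bp away and 4 were less frequent. For 16 of the 23 the interval of the ratio lay above that of the string written backwards. For the GC box, NRF1, YY1, the X box, REST, TFAP2 and the MYOD-type E box it did not. Writing a string backwards keeps its bases but can add or remove CpG, so this control is not matched on CpG. The backwards strings of REST and NRF1 had 0 matches beside the regions, so their intervals had no upper limit and no ratio could lie above them. Backwards matches were also few for the X box (interval 0.167 to 190) and YY1 (0.856 to 22.5). CTCF, the insulator-binding factor, had a match in 3.09% of 160327 summit windows (3.01% to 3.18%) against 0.0151% of 257774 windows beside the regions, a ratio of 204 (155 to 296), and its matches lay at a median of 17.5 bp from the summit. The repressor REST had 135 matches at summits and 0 beside them. Its share was 72.4-fold higher with 3 matches put in place of the 0, and 58.0-fold at the lower limit of the exact interval. The X box bound by RFX factors had 195 against 3 (ratio 105, interval 35.2 to 511) and the NRF1 motif 192 against 2 (154, interval 42.2 to 1284). Matches of REST and of the X box lay at medians of 21 and 23.5 bp from the summit. Summit windows had a mean G+C content of 52.8% against 41.3% beside the regions. Leaving out windows that overlapped a region falls more on wide regions, and promoter regions had a median width of 870 bp against 423 bp. The ratios of promoter motifs against windows beside the regions may therefore be too high, which was not tested. Against genome windows of matched G+C content the ratio was 91.8 for CTCF (72.0 to 127), 48.8 for the X box (18.7 to 181) and 10.7 for NRF1 (6.57 to 18.4).

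Motifs of the pluripotency factors were enriched as well. The composite element bound jointly by OCT4 and SOX2 had 71 matches at summits against 3 beside them, a ratio of 38.1 (12.5 to 189). The octamer bound by OCT4 was in 2.31% of summit windows against 0.803% (ratio 2.87, interval 2.74 to 3.04) and the SOX motif in 3.87% against 1.54% (2.52, interval 2.42 to 2.62). TEAD, the partner of YAP, had the most frequent motif, at 6.01% against 1.65% (3.64, interval 3.50 to 3.78), and ZIC had 2.24% against 0.403% (5.57). With matched G+C content the ratios were 5.97 for the octamer, 2.88 for SOX, 3.71 for TEAD and 2.15 for ZIC. Among other general factors, the ratios were 9.19 for ZNF143, 8.22 for YY1, 8.0 for CREB/ATF, 7.10 for ETS, 3.73 for KLF4, 3.46 for the CCAAT box and 2.12 for AP-1, and with matched G+C content 12.8, 3.83, 4.2, 3.99, 1.66, 3.18 and 2.00. The GC box had a ratio of 13.8, and 4.54 matched, but its string reads the same backwards, so it had no composition control of that kind. The motif of TFAP2 had a ratio of 2.60, below the 7.04 of its string written backwards, and 0.993 against genome windows of matched G+C content. The backwards string of TFAP2 begins and ends with CG, which its own string does not require. That of CREB/ATF lacks the CG of its own string. For these motifs the backwards comparison therefore does not separate the motif from its CpG content.

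The other motifs lay on either side of the level of the surroundings. The ratio was 0.716 (0.679 to 0.760) for GATA, 0.763 for HNF4, 0.586 for ESRR/NR5A and 0.238 (0.0606 to 0.684) for HNF1, which had 4 matches at summits. With matched G+C content the ratios were 1.19 (1.11 to 1.27) for GATA, 0.869 for HNF4, 0.673 for ESRR/NR5A and 0.800 for HNF1 (0.159 to 3.72). FOX and GRHL/TFCP2L1 had ratios of 1.10 (1.05 to 1.15) and 1.12 (1.05 to 1.21), which fell to 0.964 and 0.996 when every summit was counted and rose to 2.09 (1.97 to 2.22) and 1.63 (1.49 to 1.78) with matched G+C content. The ratio was 1.27 for OTX, 1.86 for the MYOD-type E box and 2.30 for PU.1, each with an interval above 1, but that of the E box lay within the interval of its string written backwards (1.20 to 2.10). With matched G+C content these 3 had 1.83, 1.68 and 2.11.

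Promoter and distal regions carried different motifs. The share was higher in promoters for NRF1 (ratio 18.9, interval 14.0 to 27.3), YY1 (14.4), ETS (13.3; 4.35% against 0.327%), CREB/ATF (10.9), the GC box (9.07), ZNF143 (5.37), the CCAAT box (4.29), TFAP2 (2.41) and KLF4 (2.18). It was lower in promoters for 14 motifs, among them the composite element (0.193, interval 0.0229 to 0.722; 2 against 69 matches), TEAD (0.342), GATA (0.358), SOX (0.386), the octamer (0.416), CTCF (0.478) and AP-1 (0.513). For REST, the X box, PU.1 and HNF1 the interval included 1. These ratios were not matched on G+C or CpG content, so they do not separate a preference of the factor from the base composition of promoters.

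**Figure D3:**
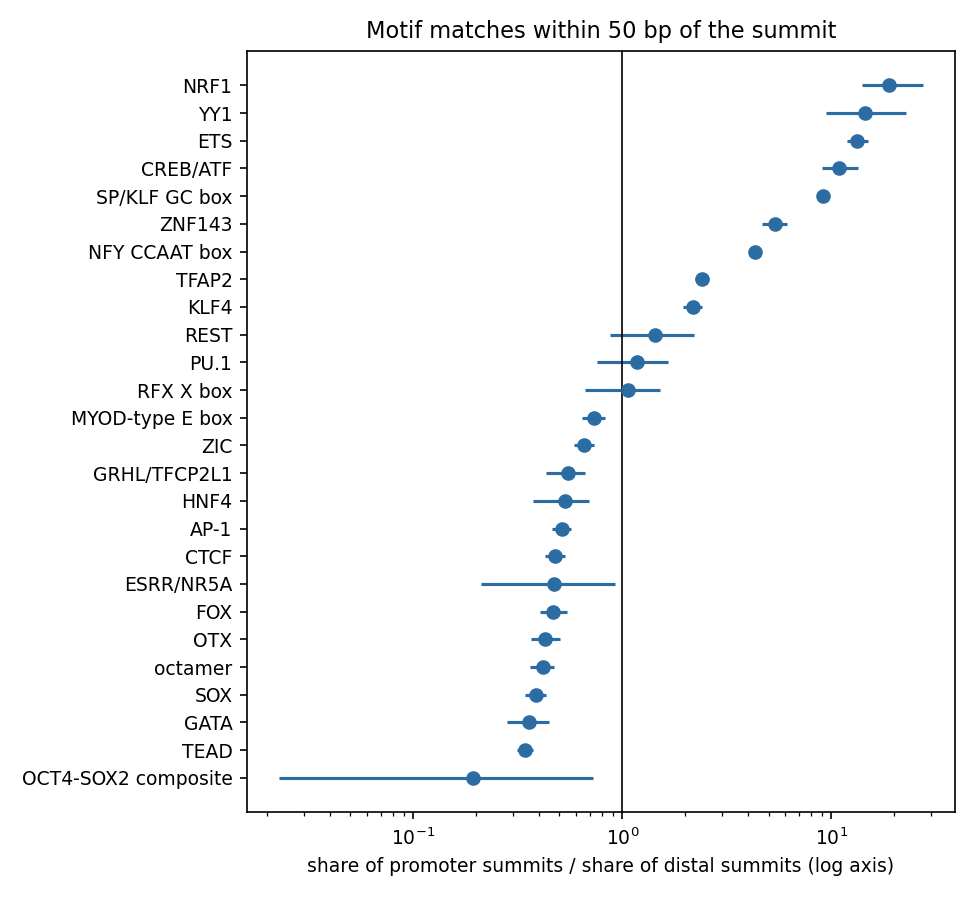
Share of promoter summits with a motif match divided by the share of distal summits, on a log axis, with 95% intervals over regions, for motifs with 20 or more matches. Motifs of general promoter factors such as NRF1 (18.9) lie above 1, and the octamer (0.416), SOX (0.386) and TEAD (0.342) lie below. The shares are not matched on G+C or CpG content.

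Stronger regions held more CTCF sites. From the decile of regions with the lowest fold to the decile with the highest, the share with a CTCF match rose from 0.811% (0.678% to 0.962%) to 4.35% (4.04% to 4.67%), a ratio of 5.36, and in distal regions from 0.804% to 5.58%. The share in all regions was highest in decile 8 (4.82%) and then fell. In distal regions it levelled off, at 5.37%, 5.59% and 5.58% in deciles 8, 9 and 10. Some promoter motifs rose too, with ratios of 11.8 for NRF1 (4.30 to 44.9), 9.82 for ZNF143 and 6.80 for ETS. Protein-coding promoters, however, made up 22.5% of the highest decile against 7.43% of the lowest. In distal regions alone the same ratios were 4.02, 3.55 and 1.81. The CCAAT box went from 4.01 in all regions to 1.80 in distal ones. The GC box, CREB/ATF and YY1 also rose in all regions (2.60, 5.39 and 4.50). Their distal ratios of 1.09, 1.71 and 0.603 had intervals that included 1. For KLF4 the interval included 1 in all regions (1.18, 0.980 to 1.41). Between the end deciles the octamer went from 1.59% to 2.46% (ratio 1.55, interval 1.32 to 1.82) and SOX from 3.17% to 3.85% (1.22). The ratios were 1.84 and 1.43 in distal regions. In all regions neither rose steadily, as the octamer reached 2.61% in decile 7 and SOX 4.14% in decile 5. In distal regions both were highest in decile 10 (3.15% and 4.85%). AP-1 (0.813), GATA (0.665) and OTX (0.764) were less frequent in the strongest decile of all regions. In distal regions their ratios of 0.956, 0.802 and 0.916 had intervals that included 1. TFAP2 had an interval that included 1 in all regions (0.877, 0.753 to 1.02). In distal regions it was less frequent in the strongest decile (0.719, 0.586 to 0.870). For TEAD the ratio was 1.13 by fold (1.03 to 1.25), and 1.39 in distal regions (1.26 to 1.52), but 0.879 when all regions were ranked by −log10 p. By fold, the TEAD share in all regions was 5.01% in decile 1 and 5.64% in decile 10. It lay between 6.13% and 6.38% in deciles 2 to 8, so the ratio of 1.13 reflects a low first decile.

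**Figure D4:**
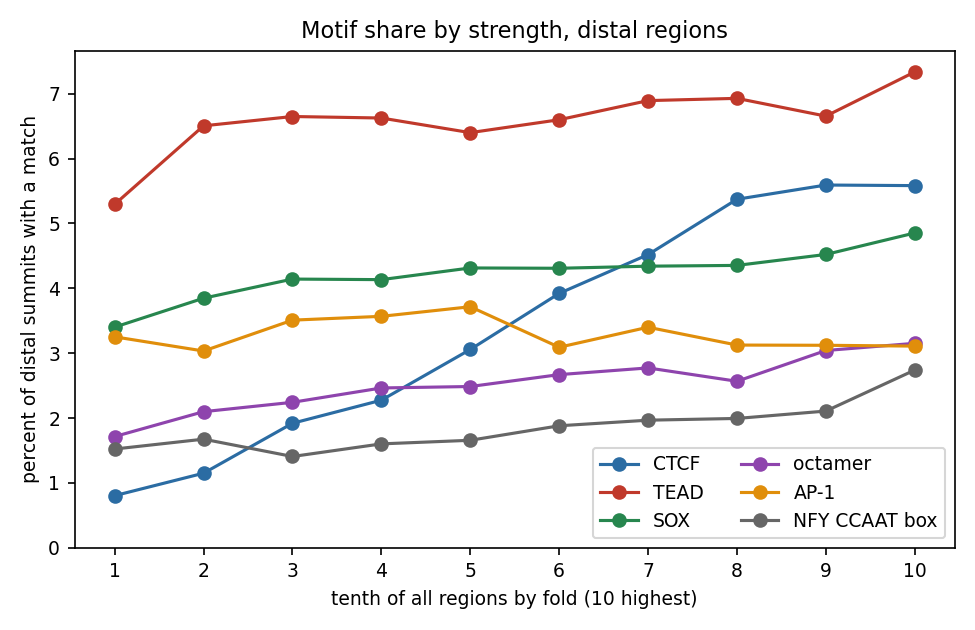
Percent of distal summits with a match to each of 6 motifs by decile of all regions ranked by fold (10 the highest). CTCF goes from 0.804% to 5.58%, while AP-1 stays between 3 and 4%.

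The sequence at 3 core genes and at the strongest distal region with the composite element, given here on GRCh38, was as follows. Only exact matches to the consensus strings were counted, so a window without a match to a motif may hold a near match. The NANOG window is such a case. On the other strand it holds a stretch that differs from the string of the composite element only at an end base. It is therefore not shown to lack that element. The region 1384 bp upstream of POU5F1 had its summit at 31172066 of chromosome 6, and the 50 bp on each side of it (31172016 to 31172116, intron of the longer transcript) read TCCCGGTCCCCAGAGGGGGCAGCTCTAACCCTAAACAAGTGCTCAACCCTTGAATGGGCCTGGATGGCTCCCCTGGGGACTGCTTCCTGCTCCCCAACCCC, with no match to the 27 motifs. At the canonical start of NANOG (chromosome 12, 7789265 to 7789365) the window read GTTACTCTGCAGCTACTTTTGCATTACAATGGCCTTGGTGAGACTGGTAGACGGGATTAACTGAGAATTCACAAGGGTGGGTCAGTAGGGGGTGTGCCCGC and held an OTX match, GGGATTAA, at 7789317. At the SOX2 promoter (chromosome 3, 181711787 to 181711887) it read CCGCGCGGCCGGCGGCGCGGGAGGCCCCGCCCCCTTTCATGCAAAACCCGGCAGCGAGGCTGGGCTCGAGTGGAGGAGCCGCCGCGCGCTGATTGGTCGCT, with a GC box and a CCAAT box. The intronic region on chromosome 7 at 37247915 to 37248874, of fold 17.6 and with no protein-coding 5′ end within 100 kb, held the composite element CTTTGTGATGCAAAT at 37248518 to 37248532.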

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

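Peak names, which no comparison used, had gaps in their numbering. The names number the summits in the order of their −log10 p up to 300000, and 63122 of these rank numbers are absent from the list, so 79.0% were present. They are reported because the names lie outside the comparisons. With no control samples the only bound was a count of 0, which any gap exceeds, so this is no test. The list is named in the labels as a set from an overlap. Whether that left the numbers out, and whether the round maximum was a limit on the number of candidates, are not given in the sources used here and were not tested. Of the first decile of ranks 99.8% were present (99.8% to 99.9%), of the fifth 97.3%, of the seventh 74.6% and of the last 30.7% (30.1% to 31.2%). The median fold of the summits present fell from 12.02 in the first decile to 2.67 in the last.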

How the results depend on the processing

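The canonical transcript start was added after seeing the data, and the other alternatives had been chosen beforehand. With 1 list shared by both samples, depth could not be varied and no replicate could be left out. The labels give 1 group, so no pairing applied. Keeping only the regions at or above the median −log10 p is the nearest stand-in for a shallower list. No paired analysis was possible because the labels hold 1 group. Of the percentiles of gene lists recomputed at promoters, 107 of 138 stayed on their side of the threshold, and 9 of 23 lists did so under each alternative, canonical start included. For distal regions, 54 of 66 did, and 16 of 22 lists did so under each. Of the ratios of single motifs, 222 kept their call and 12 gained or lost one without crossing 1. In 7 the call changed and the ratio crossed 1, which includes ratios whose new interval held 1. Of the 31 changed promoter percentiles, 25 were calls below random lists that could not have been kept, because random lists had a median of 0 so often that the lowest percentile possible lay above the threshold. In 24 of these the list lay at that lowest value, and the exception was endoderm with the 500 bp window, where it was 3.01. The 2 distal calls lost for olfactory receptors also lay at it. These losses say nothing of how stable the calls are. The cause was not tested for the other changes below.

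The share of regions at protein-coding promoters moved from 8.89% to 14.6% with regions above the median −log10 p, 15.8% with every summit counted, 7.19% with a promoter window of 500 bp, 14.7% with any transcript start and 9.60% with any base of the region in the window. The share outside promoters moved from 86.9% to 80.6%, 79.2%, 89.8%, 80.9% and 85.7% under the same 5 alternatives. The share of protein-coding genes with a region moved from 71.5% to 64.0% with regions above the median −log10 p, 62.9% with the 500 bp window, 80.6% with any transcript start, 74.4% with any base and 75.7% with the canonical start.

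At promoters, calls below random lists were lost with regions above the median −log10 p for naive state (percentile 5.29), genome activation (2.96), endoderm (2.54), trophoblast (3.75), liver (2.83), muscle (2.54) and skin epithelium (4.17). With the 500 bp window they were lost for naive state (6.49), genome activation (3.52), endoderm (12.1), trophoblast (4.79), blood (2.58), liver (3.77), muscle (3.04), skin epithelium (5.07), germ line (2.69) and olfactory receptor (2.61). Among CpG-matched lists they were lost for naive state (7.45), genome activation (32.8), trophoblast (22.1), blood (44.4), liver (47.7), muscle (33.8), skin epithelium (49.8) and olfactory receptor (50.0), as was the call above for housekeeping (93.1). CpG matching put neuroectoderm (0), mesoderm (0.170) and imprinted genes (0.580) below, and any transcript start put neuroectoderm (0.5) and mesoderm (1.70) below.

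For distal regions, calls above random lists were lost with regions above the median −log10 p for endoderm (93.4), fibroblast (92.2), stress response (92.7) and imprinted genes (92.2), and within 50 kb for stress response (92.4) and imprinted genes (91.0). Among lists matched on the length of genome nearest to the gene they were lost for endoderm (96.9), neural crest (95.1), fibroblast (85.0) and imprinted genes (50.2). The call below for olfactory receptors was lost above the median −log10 p (2.86) and with matching (2.82).

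With G+C matched control windows the motifs called lower numbered 2 instead of 4. GATA turned to 1.19 (1.11 to 1.27), and TFAP2 lost its call at 0.993 (0.943 to 1.04). With every summit counted FOX fell to 0.964 and GRHL/TFCP2L1 to 0.996. The motifs called higher then numbered 21 instead of 23, and those called lower stayed at 4. When regions were ranked by −log10 p, the ratio of the highest to the lowest decile crossed 1 for TEAD (0.879), FOX (0.869) and TFAP2 (1.51). The motifs less frequent in the highest decile numbered 6 instead of 3.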

Other observations

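The test against genome length at neuroectoderm genes was chosen after its result had been seen, and the recurrence of matched sequence was counted after the arrangement concerned had been noticed; the other tests in this part were set out before. At summits the SOX motif core and the octamer were most often placed as in the composite element when both lay on the same strand with the SOX site first. In the 201 bp around summits, 105 windows had them with 1 base between, against a median of 17 windows over the other spacings from 0 to 12 bases, a ratio of 6.18, and 45 had 4 bases between. The arrangement with 1 base between was in 0.0655% of summit windows and 0.00341% of windows 1000 bp away. Another arrangement, the octamer followed by the SOX site on the other strand with 7 bases between, had more matches, 219. It was in 0.137% of summit windows and 0.0867% of windows beside them, and 83.1% of its matches (77.5% to 87.8%) lay in sequence with 20 or more other places in the genome at 80% identity or more over at least 60 bp, against 9.52% (4.66% to 16.8%) for the composite spacing. Joint binding of both factors could account for the preference for the composite spacing. That is a hypothesis from sequence alone, as binding was not measured, and it was not tested.

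Distal regions near core pluripotency genes were expected to hold more of these motifs than those near other genes. An octamer match was found in 9 of 232 (3.88%, 1.79% to 7.24%), at the 92.3th percentile of random lists matched on the number of distal regions, which leaves the question open. A SOX match was found in 12 of 232 (5.17%), at the 80.9th percentile, so more SOX matches near these genes were not seen. Near neuroectoderm genes a SOX match was found in 17 of 294 (5.78%), at the 91.7th percentile, which also leaves it open. Of the 25 pairs of a motif and a list examined, 0 lay above the upper threshold for standing apart and 3 below the lower. CTCF lay below it near neuroectoderm genes (2 of 294 regions, percentile 0.180) and primed-state genes (1 of 212, 1.00). ZIC lay below it near endoderm genes (0 of 154, 1.32). The primed-state pairs covered 19 of that list's 20 genes, and 212 of their 215 distal regions.

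The regions with the highest −log10 p included many that resemble mitochondrial DNA. Of the 25 highest, 12 aligned to the mitochondrial genome at 90% identity or more over 100 bp or more, 9 of them among the first 10, against 0 of 1000 other regions drawn at random (upper limit 0.368%). They included the run on chromosome 1 from 629081 to 634642, where −log10 p reached 6509 at a fold of 4.28, and the RGPD2 promoter region. Of the 13 below these limits, 2 resembled mitochondrial DNA more weakly, among them the remaining 1 of the first 10: chromosome 17 at 22521220 to 22521642 (88.8% over 240 bp) and chromosome 12 at 41363574 to 41363793 (98.9% over 89 bp). Of the 13, 0% had 5 or more other nuclear copies at 95% identity, so repeated nuclear sequence does not account for them. Mitochondrial reads placed on nuclear copies of mitochondrial DNA may account for the 12 regions. In the whole list 31 regions (0.0193%) aligned within the limits, and no biological explanation was tested.

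Pluripotency lncRNA genes without a region at the start included ESRG and LINC-ROR. Reads shared between near-identical copies might hide such starts: a median of 51.0% of the 50-mers within 500 bp of the 7 starts without a region occurred once in the genome, against 92.7% at the 7 starts with one, and the lowest value was 19.8%. That is neither low nor high enough to decide by the bounds set before. A start annotated away from the accessible site is open too, since 5 of the 7 had a summit 1 to 5 kb away (71.4%, 29.0% to 96.3%), an interval that holds the 40.6% of all lncRNA starts without a region, and 2 of the 7 had a region at another annotated start. The nearest summit to ESRG lay 1564 bp away in a region of fold 14.1 on chromosome 3 at 54640870 to 54641958. Neither explanation could be decided with 7 starts, and no biological explanation was tested.

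Neuroectoderm genes had many distal regions, and a promoter fold that stood below random lists after matching on CpG content (percentile 0) or with any transcript start (0.5), but not in the main comparison (6.92). The length of genome nearest to these genes could account for part of the distal regions, as matching on it raised the median of random lists from 2 to 5.5. It does not account for all of them, as the observed median was 10 and its percentile among the matched lists was 100. Nor do wide promoter regions that spread the signal account for the low fold: these genes' regions were narrower than others (median 685 against 1093 bp), and among genes with a region matched on CpG content and width the percentile was 0.165. Mesoderm genes had 0.100 in that comparison and core pluripotency genes 8.37. What stays open is a biological state of these promoters, such as repression by chromatin marks, which was not tested, and the authors' normalization of the fold, which is not described.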
